A study of Mus musculus with 12 samples.

How the data were processed

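RNA was measured by sequencing in mouse embryonic stem cells of 4 groups with 3 libraries each. The parental groups are C57BL/6J (B6) and DBA/2J (D2), a pair of inbred mouse strains. The others are reciprocal congenic lines, in which a segment of chromosome 13 comes from the other strain: B6-13D2 carries the D2 segment on the B6 background, and D2-13B6 carries the B6 segment on the D2 background. Per the labels' protocols, cells grew in serum medium with LIF, PD0325901 (a MEK inhibitor) and CHIR99021 (a GSK3 inhibitor), each strain was sampled as independent cultures of a single cell line, and libraries from an mRNA kit were sequenced paired-end on an Illumina instrument. By that protocol each strain is a single line, so a difference between strains and a difference between lines cannot be told apart; the titles conflict with it for B6.

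The labels disagree with each other in places. They give B6 replicate 3 a different line name from B6 replicates 1 and 2, although the protocol describes the same line for each strain. The D2 titles name another line than the D2 cell line field does. The end of the segment in D2-13B6 differs between the sample labels and the series design text. The molecule field names genomic DNA, while the protocol and series type describe RNA. The samples are called technical replicates in the titles and independent cultures in the protocol. Groups and replicate numbers were both taken from the sample titles. Every column mapped to a library (0 columns were left out).

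The authors deposited a table of expected counts, that is, estimated read counts that need not be whole, per Ensembl gene ID and library. Per the file's own title they come from EMASE, an expectation-maximization method that divides reads mapping to several places among genes or alleles. The aligner, its version, the genome build, the annotation release and any filter are not stated. Reads divided in this way move between near-identical genes with the settings used. Of all values, 88.1% were whole to within 1e-06, and genes with whole values in every library held 61.8% of the reads. Gene symbols, biotypes and positions were taken from GENCODE M21 (GRCm38) by Ensembl ID. The build of the authors is not named, so positions refer to that annotation. Of 43346 gene IDs in the table, 42462 were found there and 884 were not; the latter held 0.361% of the reads. Whether counting used the strand is not stated, so overlapping and antisense genes are uncertain.

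Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16: filterByExpr by group with a minimum count of 10, TMM normalization, a quasi-likelihood fit with 4 group means and all 12 libraries, and Benjamini-Hochberg adjustment within each contrast at 0.05. A gene past that threshold is said to be called. This left 17148 genes tested, with a common dispersion of 0.001834. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of F. CPM, the counts per library scaled to a common total, use the TMM-scaled library sizes. Contrasts were D2 against B6, each congenic line against the parental strain of its background, each congenic line against the parental strain with the same segment, and the difference of the segment effect between backgrounds. The last contrast is algebraically the sum of both congenic lines minus the sum of both parental strains, so it cannot distinguish an interaction from anything that all congenic libraries share. Genes following the interval allele were those called in B6-13D2 against B6 and in D2 against D2-13B6 with the same sign. Enrichment on chromosome 13 and of zinc finger genes was tested with Fisher's exact test, two-sided, among the tested genes. Zinc finger genes were counted by symbol alone: Zfp followed by a number, Rsl1, or Rslcan followed by a number. Zinc finger genes with other names, such as Gm15446, were counted among the other genes. Shares of genes carry Wilson 95% intervals, which take genes as independent trials and cover counting error only. Genes are measured in the same libraries and are not independent replicates, so variation between cultures and lines is not covered. Reads without molecular identifiers are also not independent molecules.

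Libraries held 22184196 to 36411799 expected counts. A floor of 3 counts was used for fold changes against groups near 0, and such folds are given as lower bounds. On simulated counts drawn from the real means and library sizes, edgeR recovered 77.8% of 194 changed genes among 16772 tested, with 8 false calls. DESeq2 1.42.0 recovered 77.3% with 12 false calls. Few genes were changed in the simulation, whereas most tested genes were called in every contrast of the real data. The simulation therefore cannot show how the scaling or the calls behave when most genes differ.

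Before the data were examined, the groups, tests, gene lists and these alternatives were fixed: DESeq2, RLE size factors, no filter, a mean CPM of at least 1, an absolute log2 fold change of at least 1, the replicate number as a block, only the libraries compared, and leaving out each library in turn. The replicate numbers that the block pairs come from the sample titles. Named genes were also chosen by a fixed rule: the 3 highest and 3 lowest log2 fold changes among called genes of D2 against B6 and of each congenic line against its background strain, with a mean log2 CPM of at least 2 and no overlap between groups; the 4 chromosome 13 genes and 4 other genes following the interval allele with the smallest adjusted p; and called members of the fixed lists. From those lists, genes called with an absolute log2 fold change of at least 1 in D2 against B6 or in a congenic line against its background strain were named singly, a limit set after values were seen; the other contrasts did not enter it. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Reads, variants and the positions of the segment ends were not used here, so no gene was assigned to the inside or outside of the segment.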

Results

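Gene expression was profiled in 12 RNA-seq libraries of mouse embryonic stem cells, 3 from each of B6, D2, B6-13D2 and D2-13B6. The series title concerns regulation of heterochromatin in trans and genetic variation in genome contacts, and the reciprocal congenic lines ask which expression differences between the strains follow the chromosome 13 segment. Library totals ranged from 23433894 to 24825802 expected counts in B6, from 22184196 to 36411799 in D2, from 25921333 to 29741421 in B6-13D2 and from 28430281 to 35251889 in D2-13B6. The 10 most abundant genes held 5.35% to 6.56% of the counts of a library. Columns of the 6 congenic libraries carry a prefix in the deposited table that the parental columns lack. A batch that this prefix may record holds complete groups, so it cannot be told apart from the difference between congenic and parental lines.

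Libraries of the same group correlated with r from 0.9878 to 0.9939 across genes, and libraries of different groups with r from 0.9264 to 0.9751; genes are not independent replicates. Within-group pairs differed by a chi-square of 1.96 to 8.62 per degree of freedom, so no pair agreed within sampling noise. PC1 held 54.5% and PC2 19.4% of the variance, and the 4 groups occupied separate positions on both.

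**Figure D1:**
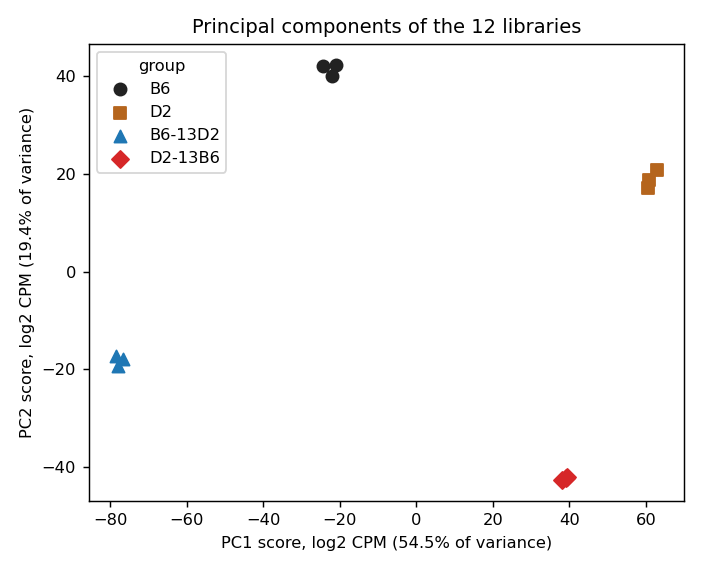
Scores of the 12 libraries on PC1 (54.5% of the variance) and PC2 (19.4%) of log2 CPM, with a marker shape and colour per group. The 3 libraries of each group lie together, and both congenic groups lie below 0 on PC2 while both parental groups lie above it.

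The comparison of D2 with B6 measures the difference between the parental lines. Of 17148 genes, 10295 were called (60.0%), 5107 higher and 5188 lower in D2, and the median absolute log2 fold change of the called genes was 0.45. The share that was higher in D2 was 49.6%, against 56.7% with RLE size factors, 56.5% with DESeq2 and 55.8% with a mean CPM of at least 1. The alternative that moved this count most required an absolute log2 fold change of at least 1, which left 1937 genes. With the replicate number as a block, 10167 genes were called. Deviations of same-numbered libraries from their group means had a mean correlation of -0.011 over 18 pairs of libraries from different groups, so the numbers showed no pairing of cultures. Among the lowest in D2, Olig2 (chromosome 16, 91225457 to 91228677) had 24.6 CPM ± 2.53 (SD, n = 3) in B6 and at most 2 counts in each D2 library, at least 180.3-fold lower. Ubd (chromosome 17, 37193892 to 37196095) had 9.85 CPM ± 0.386 in B6 and was at least 72.1-fold lower in D2. Olig1 (chromosome 16) fell from 28.8 CPM ± 0.348 to 0.718 ± 0.122, a log2 fold change of -5.31 (SE 0.108, edgeR adjusted p 1.81e-16). The highest in D2 were the processed pseudogenes Gm8210 (chromosome 1), Gm13841 (chromosome 5) and Gm14038 (chromosome 2), each with 0 counts in every B6 library. Gm8210 and Gm13841 had identical values in every library, 21.6 CPM ± 19.7 in D2, and by that mean were at least 163.6-fold higher. The D2 libraries had 9.95, 10.4 and 44.3 CPM, so this bound rests largely on D2 replicate 3 and does not hold for each library. Gm14038 was at least 61.2-fold higher. Their counts were not whole, so all 3 are uncertain through reads shared with other loci.

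The comparison of B6-13D2 with B6 addresses the D2 segment on the B6 background, together with any other difference between these lines. It called 10003 genes, 4354 higher and 5649 lower in B6-13D2, and 9911 with the replicate block. The majority changed with the scaling: 43.5% were higher, against 52.0% with RLE size factors and 51.9% with DESeq2. With an absolute log2 fold change of at least 1, 592 were higher and 1886 lower. Obox6 (chromosome 7, 15833241 to 15839678) was the lowest by the naming rule, at 19.7 CPM ± 1.05 in B6 and 0.47 ± 0.325 in B6-13D2, a log2 fold change of -5.38 (SE 0.182, edgeR adjusted p 3.69e-14). Cxcr6 (chromosome 9) changed by -2.79 (SE 0.165) and G430049J08Rik (chromosome 18), an uncertain gene with divided reads, by -2.76 (SE 0.072). Aass (chromosome 6, 23072173 to 23132986) was the highest, at 0.759 CPM ± 0.178 in B6 and 15.1 ± 0.674 in B6-13D2, a log2 fold change of 4.31 (SE 0.144, edgeR adjusted p 3.24e-14). Gm38246 (chromosome 3) rose by 3.57 (SE 0.228) and Pcdhgc4 (chromosome 18) by 3.28 (SE 0.353); both have divided reads and are uncertain.

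The comparison of D2-13B6 with D2 addresses the B6 segment on the D2 background, together with any other difference between these lines. It called 9821 genes, 4729 higher and 5092 lower in D2-13B6, and 1537 with an absolute log2 fold change of at least 1. With the replicate block, 9664 were called. The share that was higher was 48.2%, against 50.8% with no filter and 42.2% with a mean CPM of at least 1. The highest by the naming rule were Obox6, with 1.12 CPM ± 0.304 in D2 and 40.3 ± 0.773 in D2-13B6 (log2 fold change 5.12, SE 0.14, edgeR adjusted p 1.93e-14), Serpina3m on chromosome 12 (4.31, SE 0.135) and Xlr3c on chromosome X (3.30, SE 0.14), the last with divided reads. The lowest were Aass, with 25.9 CPM ± 2.67 in D2 and 2.91 ± 0.231 in D2-13B6 (log2 fold change -3.15, SE 0.097, edgeR adjusted p 6.14e-14), Gm10800 on chromosome 2 (-3.05, SE 0.17) and the pseudogene Gm38356 on chromosome 3, at least 81.1-fold lower. The last pair are uncertain through divided reads.

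Lines with the same segment on different backgrounds were also compared. B6-13D2 against D2 called 12800 genes (6288 higher, 6512 lower), and D2-13B6 against B6 called 10120 (4195 higher, 5925 lower). With the replicate block the counts were 12706 and 10026. The share that was higher in D2-13B6 than in B6 was 41.5%, against 49.3% with RLE size factors, 49.2% with DESeq2 and 50.8% with only the libraries compared. With an absolute log2 fold change of at least 1 it was 59.6%, the opposite majority. That setting moved the share higher in B6-13D2 than in D2 from 49.1% to 33.2%. The difference of the segment effect between backgrounds was called for 11059 genes, 5325 higher and 5734 lower, and for 10966 with the replicate block. Here too the majority changed, from 48.2% higher to 52.9% with RLE size factors and 52.8% with DESeq2, and was 35.9% with an absolute log2 fold change of at least 1. This contrast equals congenic lines minus parental strains, as the design makes those quantities identical.

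Of 6786 genes called in both congenic comparisons, 1257 followed the interval allele on both backgrounds, 518 higher and 739 lower with the D2 allele, and 1208 did so with the replicate block. The share that was higher, 41.2%, changed with the scaling and the filter: it was 54.8% of 1246 genes with RLE size factors and 55.3% of 1073 genes with DESeq2, and 58.8% of 1317 genes with a mean CPM of at least 1. With an absolute log2 fold change of at least 1 in both comparisons, 95 genes followed it, 29.5% of them higher. Among genes called in B6-13D2 against B6, the sign agreed in D2 against D2-13B6 for 26.2% of those on chromosome 13 (92 of 351, Wilson 95% interval 21.9% to 31.1%) and 25.9% of those on other chromosomes (2489 of 9602, 25.1% to 26.8%). With the replicate block these shares were 26% and 25.5%. The near equality depended on the scaling and the filter: on chromosome 13 and elsewhere the shares were 30.3% and 25.6% with RLE size factors, 29.6% and 24.8% with DESeq2, and 29.8% and 26.6% with a mean CPM of at least 1. Whether the shares differ was not tested. Of 6756 genes with a known chromosome called in both comparisons, 1251 (18.5%) followed the interval allele. The other 5505 moved the same way in both congenic lines relative to their background strain. Unrelated effects on the backgrounds would follow the allele as often as not, so following it was rarer than unrelated effects give. Across the 17148 genes, the effects of the D2 allele on the backgrounds correlated with r = -0.368 (rho = -0.467); genes are not independent replicates.

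**Figure D2:**
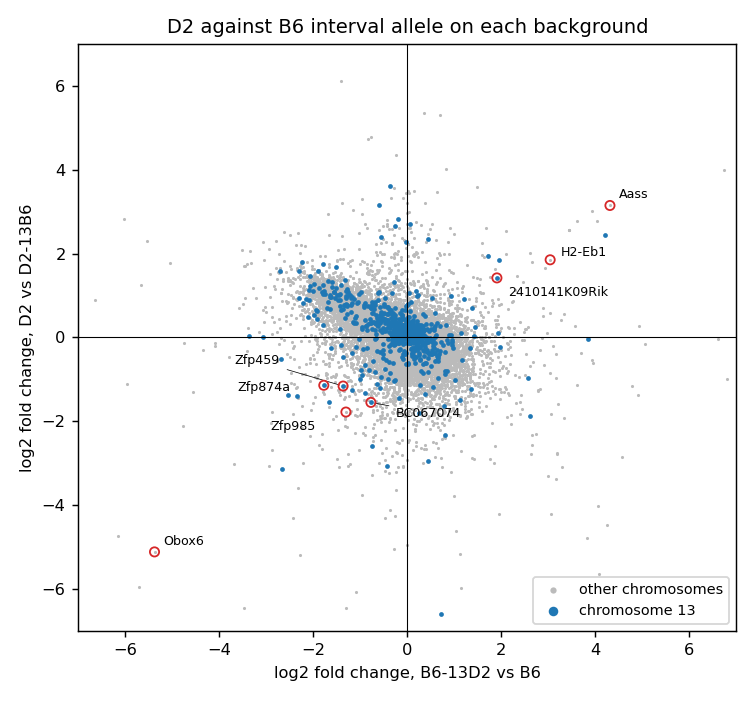
Log2 fold change of B6-13D2 against B6 (x axis) and of D2 against D2-13B6 (y axis) for each tested gene, chromosome 13 genes in blue; 4 of 17148 genes lie outside the axis limits of 7. Circled genes follow the interval allele by the naming rule, and the cloud of all genes slopes downwards (r = -0.368).

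By the naming rule, 4 genes on chromosome 13 followed the interval allele with the smallest adjusted p. The first, 2410141K09Rik (66418114 to 66441118), had 30.1 CPM ± 0.602 in B6, 88.2 ± 9.11 in D2, 113 ± 2.66 in B6-13D2 and 32.8 ± 2.31 in D2-13B6. Its log2 fold changes were 1.90 (SE 0.064) in B6-13D2 against B6 and -1.42 (SE 0.062) in D2-13B6 against D2, with edgeR adjusted p of 3.75e-14 and 2.98e-12. Zfp459 (67405709 to 67421418) had 34.9 CPM ± 1.49, 13.2 ± 0.855, 13.5 ± 0.795 and 29.6 ± 1.33 in the same order of groups, with log2 fold changes of -1.37 (SE 0.063) and 1.16 (SE 0.063). Zfp874a (67424549 to 67451624) changed by -1.78 (SE 0.093) and 1.14 (SE 0.084), and BC067074 (113293159 to 113379711) by -0.78 (SE 0.059) and 1.55 (SE 0.068). Counts of 2410141K09Rik and Zfp874a were not whole, and zinc finger genes of this region are similar to each other, so these values are uncertain.

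On other chromosomes the 4 genes were Obox6 and Aass, given above, Zfp985 (chromosome 4, 147553277 to 147585198) and H2-Eb1 (chromosome 17, 34305867 to 34316674). Zfp985 had 60.3 CPM ± 1.12 in B6, 13.6 ± 0.333 in D2, 24.4 ± 0.737 in B6-13D2 and 46.5 ± 1.01 in D2-13B6, with log2 fold changes of -1.31 (SE 0.044) and 1.78 (SE 0.047); its reads are divided among similar genes. H2-Eb1 had 2.90 CPM ± 0.402, 30.7 ± 1.18, 23.9 ± 0.324 and 8.50 ± 0.546, with log2 fold changes of 3.04 (SE 0.087) and -1.85 (SE 0.067) and edgeR adjusted p of 4.61e-15 and 2.91e-13.

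**Figure D3:**
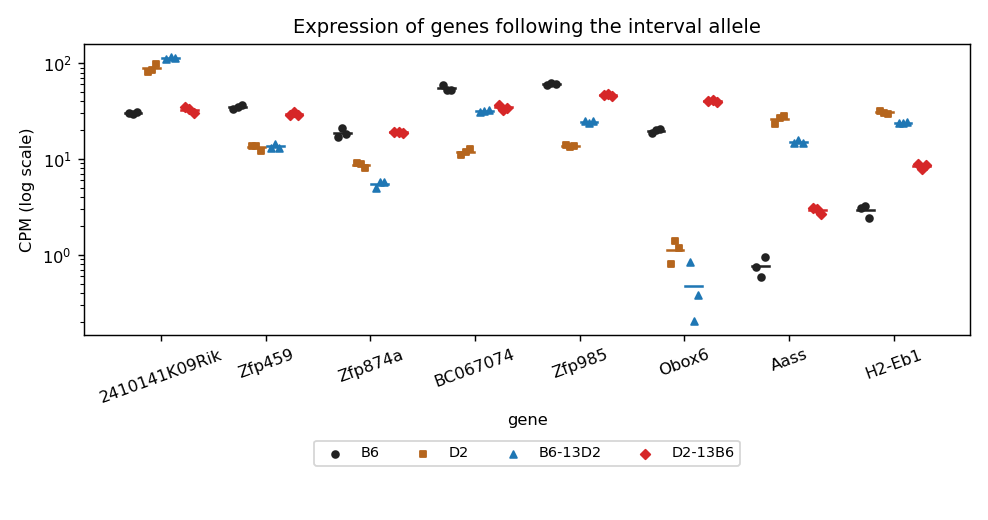
CPM on a log scale for the 8 named genes following the interval allele, with a point per library and a bar at the mean of the 3 libraries of each group. In each gene, D2 and B6-13D2 lie on the same side of B6, and D2-13B6 lies on the B6 side of D2; Obox6 ranges from 0.47 CPM in B6-13D2 to 40.3 in D2-13B6.

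Called genes were not more frequent on chromosome 13 than elsewhere. The odds ratio was 0.860 (Fisher's exact test, two-sided, p = 0.0652) in B6-13D2 against B6 and 0.970 (p = 0.713) in D2-13B6 against D2. With an absolute log2 fold change of at least 1, the ratios were 1.20 (Fisher's exact test, p = 0.0960) and 1.42 (p = 0.00705). Zinc finger genes had odds ratios of 0.827 (Fisher's exact test, p = 0.0672) and 1.08 (p = 0.498), and these changed sides or significance with the filter: without a filter they were 1.66 and 2.20, and with a mean CPM of at least 1 they were 0.578 and 0.780. With the replicate block, the chromosome 13 ratios were 0.874 and 0.982 and the zinc finger ratios 0.820 and 1.04. Adjusted over the family of 4 tests by Benjamini-Hochberg, the p values of Fisher's exact test were 0.134 and 0.713 for chromosome 13 and 0.134 and 0.664 for zinc finger genes.

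Along chromosome 13, in windows of 5 Mb on a fixed grid, 11 of 16 genes called in both comparisons between 65 and 70 Mb followed the interval allele. From 60 to 65 Mb it was 4 of 12, and from 55 to 60 Mb 7 of 23. The window between 65 and 70 Mb holds 26 of the tested zinc finger genes, and it was singled out after its values were seen.

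**Figure D4:**
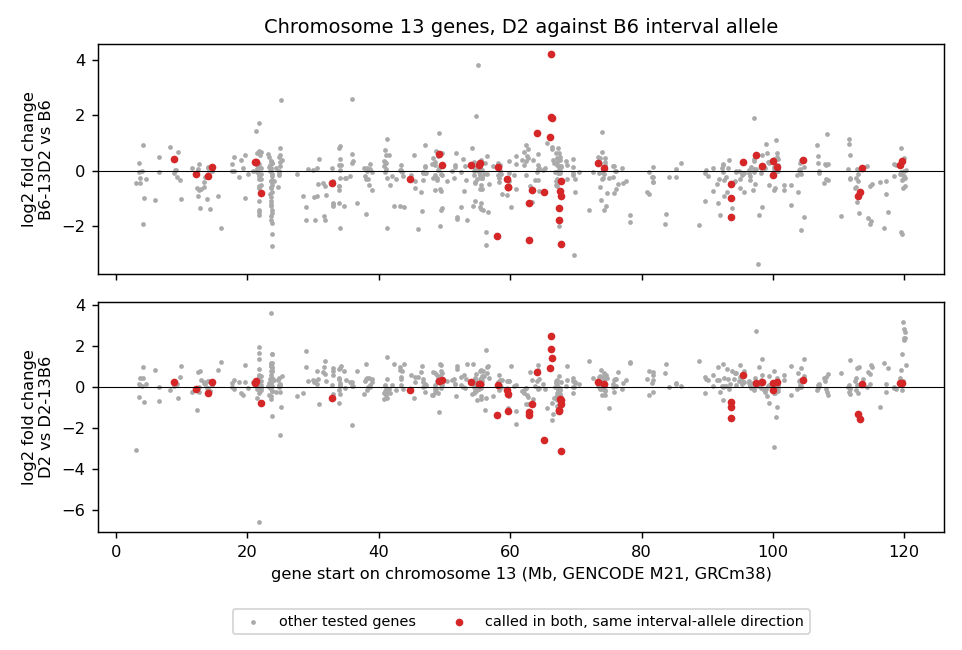
Log2 fold change of B6-13D2 against B6 (upper) and of D2 against D2-13B6 (lower) by gene start on chromosome 13 in Mb (GENCODE M21, GRCm38), with genes following the interval allele in red. In the window from 65 to 70 Mb, 11 of 16 genes called in both comparisons follow it.

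A list of 44 genes with roles in heterochromatin was fixed beforehand, and 43 were tested. In D2 against B6, 37 were called, 6 higher and 31 lower; adjusting over the list alone also gave 37. In B6-13D2 against B6, 28 were called (19 higher), and 28 over the list alone. In D2-13B6 against D2, 30 were called (26 higher), and 32 over the list alone. With the replicate block the counts were again 37, 28 and 30. Effects were small: with an absolute log2 fold change of at least 1, the counts were 3, 0 and 1. The 0 follows from the sizes in B6-13D2 against B6, which ranged from -0.57 to 0.69; 28 genes had an unadjusted p under 0.05 there. Dnmt3l (chromosome 10) had 80.6 CPM ± 4.89 in B6, 173 ± 3.29 in D2, 130 ± 2.71 in B6-13D2 and 237 ± 7.16 in D2-13B6. Dnmt3a (chromosome 12) had 75.9 CPM ± 2.77 in B6, 48.2 ± 1.17 in D2 and 51.2 ± 2.86 in B6-13D2, with a log2 fold change of 1.01 (SE 0.043, edgeR adjusted p 1.97e-12) in D2-13B6 against D2. Tet2 (chromosome 3) had 199 CPM ± 9.64, 99.1 ± 5.20, 139 ± 3.90 and 139 ± 2.58. Gm15446 (chromosome 5), a zinc finger gene with divided reads, changed by -1.02 (SE 0.114) in D2 against B6.

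Other fixed lists were smaller. Of 13 pluripotency genes, 12 were called in D2 against B6, and all 12 were lower in D2, also with RLE size factors and DESeq2, Dppa3 by -1.94 (SE 0.117) and Lin28a by -1.51 (SE 0.04). In B6-13D2 against B6, 12 were called (7 higher, 5 lower), and in D2-13B6 against D2, 10 were called (9 higher, 1 lower). A list of fibroblast markers, described below and written after values were seen, was higher in D2 than in B6. Of its 42 tested genes, 41 were called higher and 1 lower. The lower pluripotency and heterochromatin values in D2 therefore cannot be told apart from a different mix of cells in the cultures. Of 9 tested genes associated with a state resembling the early embryo, 9 were called in D2 against B6, 2 in B6-13D2 against B6 and 7 in D2-13B6 against D2, the last all lower. Zscan4c (chromosome 7) had 10.8 CPM ± 0.799 in B6, 51.3 ± 6.77 in D2, 9.53 ± 0.796 in B6-13D2 and 8.39 ± 0.832 in D2-13B6. In D2-13B6 against D2, log2 fold changes were -2.61 (SE 0.093) for Zscan4c, -2.44 (SE 0.067) for Zscan4f, -2.50 (SE 0.114) for Zscan4d, -2.76 (SE 0.289) for Usp17lc, -3.44 (SE 0.423) for Zfp352, -2.99 (SE 0.489) for Duxf3 and -2.82 (SE 0.323) for Tcstv1. Gm4340 changed by -1.66 (SE 0.584) in D2 against B6. The 9 calls in D2 against B6 (7 higher, 2 lower) became 8 (7 higher, 1 lower) with RLE size factors and 7, all higher, with DESeq2. Among the genes named singly, Duxf3 was not called there with the replicate block and Gm4340 was not called with DESeq2. Of the genes named in this list, Zfp352 alone had whole counts in every library, so the others are uncertain. Genes of the Y chromosome were expressed in every group, with Kdm5d at 10.4 CPM ± 1.02, 6.46 ± 0.409, 2.71 ± 0.238 and 10.1 ± 0.318. Xist had 110 CPM ± 6.45, 169 ± 2.78, 47.6 ± 3.83 and 142 ± 6.79 in the same order, and its reads overlap Tsix. Kdm5d has divided reads and is uncertain. Its change of -1.94 in B6-13D2 against B6 was not shared across the listed Y genes. There Ddx3y changed by 0.033, Uty by -0.144 and Eif2s3y by -0.475. Dlk1 (chromosome 12) changed by -1.26 (SE 0.172, edgeR adjusted p 5.45e-06) in B6-13D2 against B6.

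The median log2 fold change of chromosome 11 in D2-13B6 against D2 exceeded that of the other autosomes by 0.42, a linear ratio of 1.34. The only larger value in that comparison was 0.638 on chromosome Y, from 14 tested genes. The 3 replicates gave 0.41, 0.41 and 0.42. In B6-13D2 against B6 the shift was 0.033, and in D2 against B6 it was 0.004. For chromosome 13 the value in D2-13B6 against D2 was -0.155. This chromosome-wide comparison was chosen after values were seen.

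**Figure D5:**
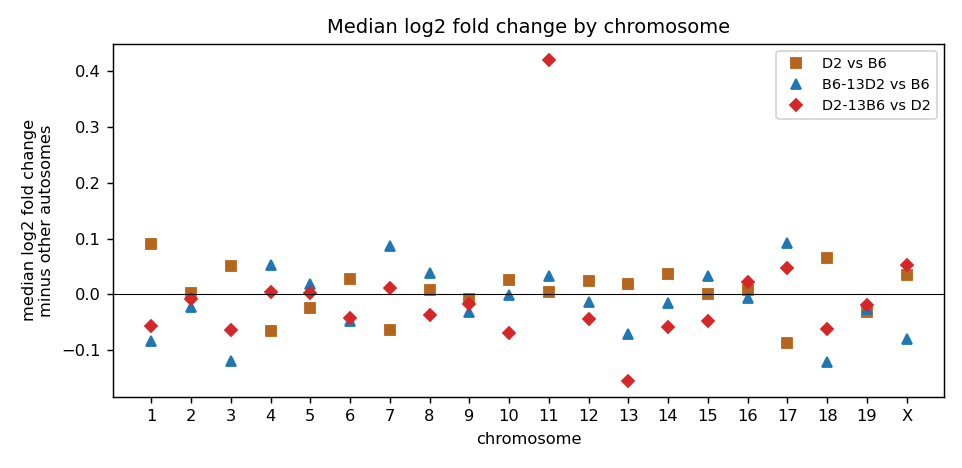
Median log2 fold change of the tested genes of each chromosome minus that of the other autosomes, for D2 against B6, B6-13D2 against B6 and D2-13B6 against D2. Chromosome 11 in D2-13B6 against D2 lies at 0.42, above the other points drawn, and chromosome 13 in the same comparison lies at -0.155; chromosome Y, with 14 tested genes and a value of 0.638 in that comparison, is not drawn.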

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

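Every test of why the congenic lines differ from the parental strains was chosen after that pattern had been seen, apart from the counts over other splits of the libraries.

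The effect of the chromosome 13 segment differed between backgrounds for 11059 genes (edgeR, adjusted p under 0.05). Of 100 drawn splits that shuffled group labels within replicate numbers, the real one included, 1 gave as many; the largest count in another split was 7173 and the median was 0, with a median of 257 genes at an unadjusted p under 0.05. Since this contrast is the congenic lines minus the parental strains, it also holds anything the congenic libraries share. Every other split mixed libraries of different groups, as relabelings that keep the 4 groups whole were not drawn. The share of 1 in 100 can therefore show only that the groups are distinct. It cannot show that the effect of the segment differs between backgrounds.

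Of 33 genes named from the congenic comparisons or the lists, 28 had such a difference, 12 higher and 16 lower in the congenic lines. The 6 genes named from D2 against B6 are not counted in the 33. For Gm8210, Gm13841, Gm14038, Olig2 and Ubd a pair of groups was at or near 0 counts, so the difference could not be estimated, and Olig1 had an edgeR adjusted p of 0.103. On the log2 scale it was -4.44 for Cxcr6, 1.16 for Aass, 3.84 for Serpina3m, 1.19 for H2-Eb1 and 0.77 for BC067074. Among genes with divided reads it was -1.57 for G430049J08Rik, 3.30 for Gm38246, 2.87 for Pcdhgc4, -4.21 for Gm10800, 6.29 for Xlr3c, 0.485 for 2410141K09Rik, -0.64 for Zfp874a and 0.47 for Zfp985. For Gm38356 the fitted value was -7.83, but D2-13B6 is at the count floor, so its size is not determined. Aass, H2-Eb1 and the named chromosome 13 genes still followed the interval allele on both backgrounds.

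Members of the fixed lists also differed. The value was 1.14 for Dnmt3l, 0.447 for Dnmt3a, 0.485 for Gm15446 and -1.77 for Dppa3. It was -2.79 for Zscan4c, -2.73 for Zscan4f, -2.43 for Zscan4d, -2.58 for Usp17lc, -3.46 for Zfp352, -2.97 for Duxf3 and -3.02 for Tcstv1, and -1.30 for Kdm5d, -1.46 for Xist and -1.05 for Dlk1. No separate explanation was tested for single genes.

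Outside chromosome 13, sign agreement of the interval effects was 25.9%. Library depth is an unlikely source, since thinning every library to the smallest total gave 25.6%. Removing a trend on GC content and gene length gave 25.4%, and 25.1% with the replicate block. Strain variants affecting read assignment would leave B6-13D2 equal to B6 outside the segment, yet 58.7% of the tested genes outside chromosome 13 were called between them; the segment ends were not used here.

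RNA from fibroblasts in the parental cultures may contribute. A marker list of 44 genes, 42 of them tested, was written after fibroblast-like genes had been noticed. Its median log2 fold change was -1.54 in B6-13D2 against B6 and -0.94 in D2-13B6 against D2, both at percentile 0 among 10000 random lists matched on expression, and 40 of its genes were called lower in both. The list was also 0.63 higher in D2 than in B6. The mean log2 CPM of the list was 7.90 to 7.97 in B6, 8.49 to 8.64 in D2, 6.41 to 6.47 in B6-13D2 and 7.67 to 7.71 in D2-13B6. Because genes of this kind had drawn attention first, this is a hypothesis. Such RNA as the only source would leave few genes higher in both congenic lines, but 124 of 644 genes changed at least 2-fold the same way were (19.3%). A primitive endoderm list gave percentiles of 0.07 and 13.25, the latter within the range of random lists. Cells that differ in state could also express these markers.

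A batch shared by the congenic libraries could give the same pattern: 6 columns carry a prefix, and all are congenic, so batch and congenic state cannot be separated. For a difference between cell lines of a strain, B6 replicate 3, which some labels give another line name, lay a median absolute log2 difference of 0.104 from the mean of replicates 1 and 2. The same distance was 0.123 in D2, 0.078 in B6-13D2 and 0.069 in D2-13B6, against 0.327 between B6-13D2 and B6. By the prediction written for it this value goes against the explanation, but the labels conflict on whether replicate 3 is another line and it is a single library, so the question is left open. The pattern cannot be told apart from a shared batch or from line differences, and it is not called biological. RNA from fibroblasts remains open as a contribution to it, but not as its only source.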

How the results depend on the processing

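Thinning to equal depth was chosen after a result was seen, and the other settings were not; which list genes were followed singly was set afterwards. For the 19 results of the comparisons, 100 of 132 values under other settings and 126 of 138 values from leaving out a library kept direction and side of the threshold or stayed within the tolerance for counts and shares. The cause was not tested for any change given here.

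With an absolute log2 fold change of at least 1, calls fell to 1937 in D2 against B6, 2478 in B6-13D2 against B6, 1537 in D2-13B6 against D2, 4821 in B6-13D2 against D2, 1994 in D2-13B6 against B6 and 4392 for the difference between backgrounds. Genes following the interval allele fell to 95. Sign agreement was 20.6% on chromosome 13 and 15.7% elsewhere. Heterochromatin genes fell to 3, 0 and 1 in the fixed order of contrasts, the same over the list alone; the 0 had 28 genes at an unadjusted p under 0.05 without the fold limit. The chromosome 13 odds ratios reversed to 1.20 in B6-13D2 against B6 and 1.42 in D2-13B6 against D2, and the zinc finger ratios became 0.405 and 0.322, the latter a reversal.

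The zinc finger ratio in B6-13D2 against B6 was 0.690 with DESeq2, 0.725 with RLE size factors, 0.578 with a mean CPM of at least 1 and 0.675 with only the libraries compared, each past 0.05, and reversed to 1.66 with no filter. In D2-13B6 against D2 it reversed to 0.988 with DESeq2, 0.780 with a mean CPM of at least 1 and 0.957 with only the libraries compared, and was 2.20 with no filter. With no filter, the chromosome 13 ratios reversed to 1.02 and 1.05, and with a mean CPM of at least 1 that in D2-13B6 against D2 reversed to 1.16. Sign agreement outside chromosome 13 was 24.8% with DESeq2.

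Across fits that each left out a library, the chromosome 13 ratio ranged from 0.835 to 0.940 in B6-13D2 against B6 and from 0.965 to 1.04 in D2-13B6 against D2. The zinc finger ratio ranged from 0.753 to 0.881 and from 0.945 to 1.13. Without B6 replicate 3, the library with another line name, the chromosome 13 ratio of 0.835 passed 0.05 (Fisher's exact test, p = 0.0252). The zinc finger ratio in B6-13D2 against B6 passed it in 4 of 6 fits (Fisher's exact test, p from 0.00612 to 0.0233). Sign agreement outside chromosome 13 ranged from 24.5% to 26.6%. Each of these 4 ratios changed sides of 1 under at least 1 of the settings run.

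For named genes, 463 of 476 values under other settings and 465 of 486 from leaving out a library kept direction and call. The reversals were in B6-13D2 against B6, where none of the genes concerned was called. Zfp352 reversed to 0.0436 with DESeq2 and 0.0426 with RLE size factors, and ranged from -0.192 to 0.318 on leaving out a library. Gm4340 ranged from -0.442 to 0.413, Usp17lc from -0.0285 to 0.420 and Duxf3 from -0.122 to 0.143. Under other settings, 7 other values lost their call and 3 gained it; 5 of the 7 were Lin28a in B6-13D2 against B6, which lost its call with DESeq2, RLE size factors, no filter, a mean CPM of at least 1 and only the libraries compared. On leaving out a library, 11 lost their call and 1 gained it. The calls lost in this way were Duxf3 and Gm4340 in D2 against B6, Lin28a in B6-13D2 against B6 and Gm15446 in D2-13B6 against D2, at an edgeR adjusted p above 0.05.

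With the replicate number as a block, calls were 10167, 9911, 9664, 12706, 10026 and 10966 in the order given above, and 1208 genes followed the interval allele. Gm4340 reversed to -0.044 under the block. The pairing check gave a mean correlation of -0.011, and the call of Duxf3 in D2 against B6, lost under the block, is counted among the 7 above without being read as a weaker effect. Thinned to equal depth, the same contrasts called 9900, 9730, 9309, 12434, 9662 and 10664 genes.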

Other observations

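Each test in this part was chosen after its pattern had been seen, apart from the counts over other splits of the libraries.

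Chromosome 11 genes were higher in D2-13B6 than in D2 by a median of 0.42 relative to other autosomes, with 77% of them higher against 47.2% elsewhere. Genes of other autosomes matched on GC content and gene length had a shift of -0.008. All 13 windows of 10 Mb on chromosome 11 lay above the other autosomes, from 0.163 to 0.487, while 8 of 236 windows elsewhere exceeded 0.163 and the largest reached 0.94. An effect of the interval allele in trans that acts on both backgrounds would be mirrored in B6-13D2 against B6, where the shift was 0.033. That value cannot address a trans effect limited to the D2 background. An extra copy of chromosome 11 in part of the D2-13B6 cells is a candidate explanation, as a hypothesis; the linear ratio was 1.34. A shared batch of the D2-13B6 cultures was not tested, and DNA copy number was not analysed here.

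Genes following the interval allele at least 2-fold may cluster on chromosome 13. There, 10 of 94 such genes lay (10.6%, against 3.8% of tested genes; odds ratio 3.08, 95% interval 1.42 to 5.99, Fisher's exact test, two-sided, p = 0.00276). Strain variants affecting read assignment could produce this within the segment and cannot be excluded with that value. To ask about reads shared between near-identical genes, the first test took the window of 5 Mb with the most such genes, which by count lay on chromosome 7 (15 to 20 Mb, 8 of 103 genes, with Obox6 and pseudogenes related to Obox4) and not on chromosome 13 (65 to 70 Mb, 6 of 55, a higher share of its tested genes). Among genes with whole counts, the window with the most was on chromosome 11 (55 to 60 Mb, 3 of 40), and the windows on chromosomes 13 and 7 held 2 of 21 and 2 of 81. The test was then redefined as the share on chromosome 13. Among genes with whole counts it was 5 of 55 (9.1%; odds ratio 2.68, interval 0.83 to 6.73, exact p = 0.0483). With the stricter definition of whole counts used first it was 3 of 13 (23.1%; odds ratio 5.24, interval 0.918 to 20.6, exact p = 0.0309). Both intervals include 1 and the definition changed after a result was seen, so shared reads remain open.

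For each of the 5 pairs of groups, 10 splits of the 6 libraries exist, and 4 of them part as many same-numbered pairs as the real one. The real split alone, 1 of 4, gave as many calls in each of the 5 comparisons and as many heterochromatin genes in each of the 3 tested, but 4 splits cannot give a share under 0.05. The other 6 splits part 1 same-numbered pair. Of 45 other splits, 43 had 0 calls and the largest had 1; at an unadjusted p under 0.05 they had 127 to 1129 genes. For genes following the interval allele, 3 of 100 splits gave as many. The others had 2863 and 1267 genes. The former kept D2 and B6-13D2 whole while mixing B6 with D2-13B6, and the latter kept B6 and D2 whole while mixing the congenic libraries. No relabeling that keeps the 4 groups whole was drawn. The share of 3 in 100 therefore cannot tell an effect of the segment from any other difference between groups.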
